A study of Mus musculus with 1 sample. Its data were reported in "Runx-mediated regulation of CCL5 via antagonizing two enhancers influences immune cell function and anti-tumor immunity" (2020).

How the data were processed

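Chromatin was collected from the mouse T-cell line 2B4, a T-cell hybridoma that grows in culture, after stimulation for 24 hours with 50 ng/mL phorbol 12-myristate 13-acetate (PMA) and 1 ug/mL ionomycin, a pair of drugs that imitate signalling through the T-cell receptor. The assay was enChIP-seq, in which a nuclease-dead Cas9 (dCas9) carrying a Flag tag is brought to a chosen site by a guide RNA (gRNA), the chromatin is fixed and sheared, and DNA bound by the tagged protein is precipitated with an anti-Flag antibody and sequenced. The library analysed here came from cells given a mock gRNA in place of the guide for the Ccl5 promoter. It was 1 library in 1 group, so no replicates, no comparison between groups and no replicate check were available here. The study states that its ChIP-seq experiments were repeated in different batches and that 1 representative result was made public. The library made with the Ccl5 promoter guide was not analysed here.

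Per the labels, chromatin was sheared to fragments of about 350 bp and reads of 50 bp were sequenced. The authors aligned the reads to the mouse genome mm10 with bowtie2 and called peaks with MACS2, a program that compares the local read pile-up with a background rate. Whether a control library was given to MACS2 was not stated, and a caller run without one takes its background from the same library, which lets regions of high mappability, open chromatin or repeated sequence enter the list. The deposited peak list held a position, a name and a score for each peak. Every interval was 1 bp long, the layout of MACS2 summits (the base of highest pile-up), so peak widths, read counts and fold enrichments were not used here. The deposited score was taken as the −log10 q-value given by MACS2 to each peak. The file does not name the score, and this reading rests on the layout and on the lowest scores, which are too small for the −log10 of a p-value passing a genome-wide q threshold. The score is the authors' own value and was used only to describe, rank and filter peaks within the list. The peak list does not hold the read count of this library, so no value below is scaled to depth, and a peak list holds only regions past a threshold, so a region without a peak may hold signal under it.

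Summits were placed on the GRCm38 assembly, the same build as mm10, with gene models of GENCODE M21. The number of summits beyond a chromosome end was 0, as was the number on unknown bases. The guide sequences given by the study were matched to both strands of the genome, and enhancer bounds were taken between the predicted cut sites of each pair of deletion guides. A peak was counted as overlapping a gene when its summit lay in the gene body. The remaining summits were called promoter when within 1 kb of a transcription start site (the 5′ end of a gene model) and otherwise intergenic. GC content, soft-masked repeat bases, the Runx recognition sequence (purine-ACC-purine-CA, either strand) and the last 8 bases of the Ccl5 guide followed by NGG were taken in windows of 500 bp around each summit. The tests had been set for the bases of each peak, with a window of 500 bp as an alternative for GC content, repeats and the Runx sequence. Because the intervals were single bases the window became the main measure, and the summit base alone served as the alternative for GC content and repeats. The window for the guide seed was chosen at this point.

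Each measure was compared with random placement of the same number of summits on the known bases of their own chromosomes, with 10000 placements for gene overlap, start sites and clustering and 1000 for measures of sequence. The p-values are two-sided permutation values from these placements, adjusted by Benjamini-Hochberg over the 7 measures. The smallest p these allow is 0.0002 with 10000 placements and 0.002 with 1000. Counts per chromosome were compared with 10000 placements over the known bases of all 22 chromosomes (M being the mitochondrial genome) and adjusted over the 22. Clustering was the share of summits within 10 kb of another. Peaks of 1 library are not replicates, and these tests describe the list, not the reproducibility of any peak. Values after ± are standard deviations over placements.

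The alternatives set before the data were examined were peaks at or above the median score only, peaks within 1 kb merged, chromosomes 1 to 19 only, protein-coding genes only, a start-site window of 5 kb, a seed of 10 bases and a clustering distance of 100 kb. A further alternative, counting each family of summit windows that share a 25 bp word once by its highest-scoring peak, was chosen after seeing the data, as were chromosomes 1 to 19 only for the 7 placement measures and merged peaks for the distance to Ccl5. Named peaks followed a rule set beforehand: the 10 highest scores, peaks of chromosome 11 within 5 Mb of Ccl5, and the nearest peak to Ccl5 on each side, with the genes they overlap or else the nearest gene. CC chemokine genes (Ccl1 to Ccl12) of chromosome 11, U6 small nuclear RNA genes and histone H4 genes were named by the same rule, the last of these because the vectors carry U6 and histone H4 promoters.

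The procedures were tested on simulated data. Of 200 lists of 317 randomly placed peaks, gene overlap was called at p under 0.05 in 9, start sites in 10 and clustering in 0. Moving a share of the peaks to start sites was called in 200 of 200 lists. With the peak rate of chromosome 11 tripled it passed an adjusted p of 0.05 in 197 of 200 lists, against 0 of 200 for random lists. A smaller excess was not simulated. The sequence search found 63 of 63 planted elements and matched 0 of the 254 other windows. Planted elements had fewer changed bases than the mismatches the search allowed, so their recovery was fixed in advance. It checks the code and not the sensitivity to real elements. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.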

Results

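The study used enChIP-seq to screen for regions contacting the Ccl5 promoter, and the library analysed here came from stimulated 2B4 T cells that carried Flag-tagged dCas9 and a mock gRNA, named as a control in the labels. The data were the summits of the peaks called in that 1 library. The list held 317 peaks, or 12.0 per 100 Mb of known sequence, on all 22 chromosomes. The score, the −log10 q-value given by the authors' peak caller, ranged from 2.24 to 320 with a median of 10.1 and quartiles of 6.15 and 25.6. A score of at least 20 was reached by 100 peaks and of at least 100 by 28, while 46 peaks scored under 5. No replicates were available here, so none of the values below has a replicate error, and the peak list does not give the read count of the library.

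First, the loci on which the study focused were examined for peaks in the control list. Ccl5 (ENSMUSG00000035042.2) lies on the minus strand of chromosome 11 from 83525778 to 83530518 in GRCm38. The promoter guide GAGAGGGAGTCATCCTGGAC matched the genome once, at 83530715 to 83530734 on the minus strand next to the PAM TGG, 197 to 216 bp upstream of the annotated start site and outside any gene. The proximal enhancer (Ccl5-PE), taken between the cut sites of its deletion guides, covered 185 bp from 83535110 to 83535294, also outside any gene. The region between the predicted cut sites for the distal enhancer (Ccl5-DE) covered 506 bp from 82182569 to 82183074, 1.35 Mb from the start site of Ccl5, inside an intron of the annotated Ccl1 gene (ENSMUSG00000020702.13). The study gives a slightly higher upper end for the deletion of Ccl5-DE, quoted with its other values. The mock gRNA list had 0 peaks in each of these regions. The nearest peak to the Ccl5 start site was 3.92 Mb away, at 87449102, with a score of 4.96, in an intron of Tex14 (ENSMUSG00000010342.16) and 475 bp from the start site of Rnu3b3. It was the only peak within 5 Mb of Ccl5. On the other side the nearest peak was 8.04 Mb away, at 75487019, with a score of 11.5, in the untranslated part of an exon of Prpf8 (ENSMUSG00000020850.14). Ccl5 thus lay in an interval of 12.0 Mb without a peak. When the 23 peaks of chromosome 11 were placed at random, 21.0% of placements left Ccl5 at least as far from a peak, and the widest interval between neighbouring peaks on the chromosome was 16.3 Mb, a width reached in 59.9% of placements. The distance of Ccl5 from the nearest control peak was therefore within the range of random placement. Among peaks at or above the median score the nearest was 8.04 Mb away. The 11 CC chemokine genes from Ccl1 to Ccl12 listed on chromosome 11 were 3.78 to 5.41 Mb from the nearest peak.

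**Figure D1:**
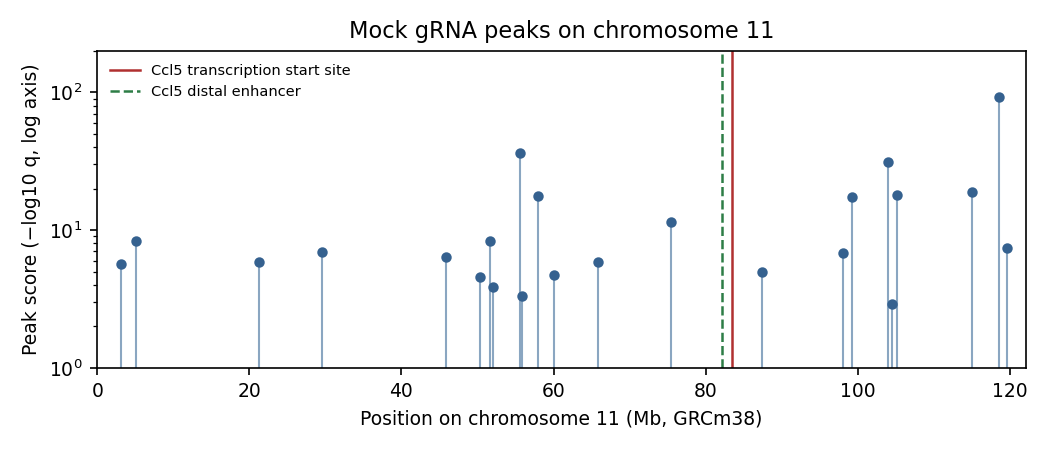
Summits of the mock gRNA peaks along chromosome 11 (x axis, Mb in GRCm38) against their score (y axis, −log10 q, log axis), each point and stem being 1 of the 23 peaks. The solid line marks the Ccl5 start site and the dashed line the distal enhancer, both inside the 12.0 Mb between the peaks at 75487019 and 87449102.

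Because the study searched chromosome 11, the number of control peaks on each chromosome was compared with its length. Chromosome 11 held 23 peaks against 14.3 ± 3.72 under random placement (permutation p = 0.038, adjusted p = 0.10 over 22 chromosomes), a difference that did not pass the correction. With families of shared sequence counted once, an alternative chosen after seeing the data, the same 23 peaks stood against 10.7 ± 3.16 and did pass (adjusted permutation p = 0.0073). Of the 23 peaks, 18 lay within 1 kb of a start site and 8 were at or above the median score. Placement by length takes no account of the density of start sites, near which many peaks of the list lay. The copy number of each chromosome in this cell line was not taken into account either. Either may contribute to the differences between chromosomes given here. Across the genome, 5 of 22 chromosomes had an adjusted p under 0.05. More peaks than by length were found on chromosome 2 (35 against 21.3 ± 4.50, permutation p = 0.0054, adjusted p = 0.024), on chromosome 9 (28 against 14.5 ± 3.70, permutation p = 0.0024, adjusted p = 0.015) and on chromosome M (2 against 0.0015, permutation p = 0.0002, the smallest possible, adjusted p = 0.0044). Fewer were found on chromosome 10 (4 against 15.2 ± 3.82, permutation p = 0.002, adjusted p = 0.015) and on chromosome Y (2 against 10.6 ± 3.18, permutation p = 0.0028, adjusted p = 0.015). Placement by length expects almost no peak on chromosome M, so its excess says little beyond the presence of 2 peaks there. The test treats peaks as independent, but 13 of the 28 peaks on chromosome 9 belonged to 1 family of shared sequence. With families counted once, 14 peaks were left on chromosome 9 against 10.9 (adjusted permutation p = 0.53). Chromosome Y is 96.3% soft-masked, and how well reads can be placed on it was not taken into account. Its deficit may therefore not reflect the chromatin. On chromosomes 1 to 19 alone, 2 chromosomes passed (9 and 10), and chromosome 2 had an adjusted permutation p of 0.051.

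**Figure D2:**
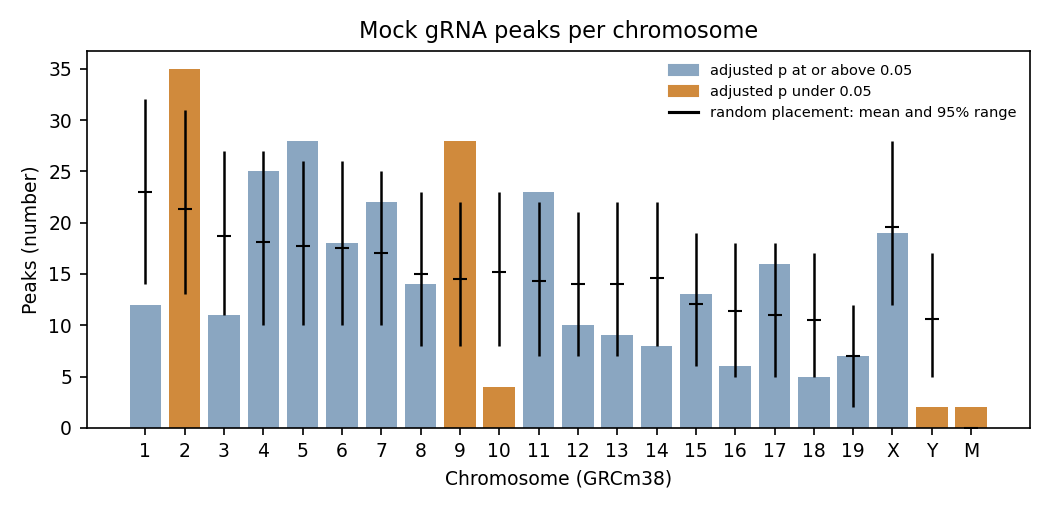
Number of mock gRNA peaks (y axis) on each chromosome (x axis), with bars for the observed count and black lines for the mean and 95% range of random placement. The 5 orange bars are the chromosomes with an adjusted p under 0.05, and the 23 peaks of chromosome 11 lie just above its range with an adjusted p of 0.10.

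Next, the position of the peaks relative to genes was determined. In total 222 peaks (70.0%) lay in a gene body, against 48.4 ± 2.77% under random placement (permutation p = 0.0002, the smallest possible, adjusted p = 0.00047 over 7 measures). The alternative that moved this share most was keeping only peaks at or above the median score, with 60.4% in a gene body. Summits fell in exons for 99 peaks (31.2%), in introns for 123 (38.8%), in promoters outside genes for 10 (3.15%) and in intergenic sequence for 85 (26.8%). Start sites were much closer than by chance: 167 peaks (52.7%) lay within 1 kb of one, against 4.62 ± 1.10%, an 11.4-fold difference (permutation p = 0.0002, the smallest possible, adjusted p = 0.00047). The share was 37.1% among the 159 peaks at or above the median score and 68.4% among the 158 below it. The difference between these parts of the list was not tested.

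**Figure D3:**
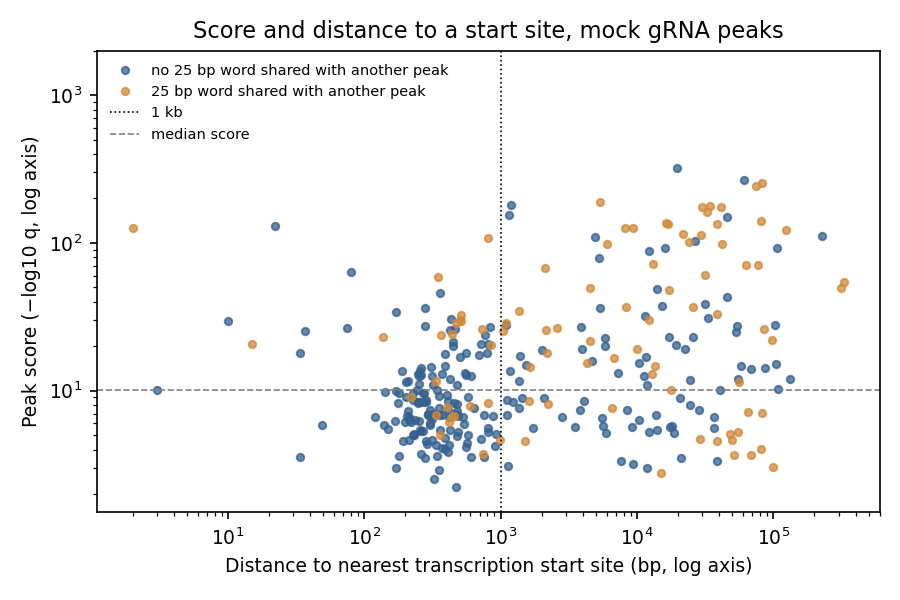
Score of each mock gRNA peak (y axis, −log10 q, log axis) against the distance to the nearest start site (x axis, bp, log axis), with the 90 peaks that share a 25 bp word with another peak in orange. Of the 158 peaks under the median score (dashed line) 68.4% lie left of 1 kb (dotted line), compared with 37.1% of the 159 at or above it.

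The sequence of the peaks was compared with random positions in the same way. Mean GC content in windows of 500 bp was 57.9%, against 42.0 ± 0.372% (permutation p = 0.002, the smallest possible, adjusted p = 0.0028). It was 53.1% at or above the median score and 62.7% below it. Soft-masked repeats made up 21.0% of the bases, less than the 34.1 ± 1.69% of random positions (permutation p = 0.002, the smallest possible, adjusted p = 0.0028). The Runx recognition sequence, which the study looked for in its enhancers, was found in 71 peaks (22.4%), against 18.2 ± 2.16% (permutation p = 0.058, adjusted p = 0.068), a value at the upper limit of the 95% range of random placement, 22.4%, that did not pass the threshold. Among peaks at or above the median score the share was 30.8% (permutation p = 0.002, the smallest possible), and among peaks below it 13.9%, against 18.5 ± 3.10% in 100 random sets (permutation p = 0.16). With families of shared sequence counted once, chosen after seeing the data, the share was 15.5%, below the 18.3% of random positions (permutation p = 0.30). The seed of the Ccl5 promoter guide next to NGG was found in 0 of 317 peaks, against 0.0981% at random positions (permutation p = 1, adjusted p = 1). With so low a rate at random positions, a depletion was not detectable in a list of this size. Peaks were clustered, with 40 (12.6%) within 10 kb of another peak, against 0.817 ± 0.477% (permutation p = 0.0002, the smallest possible, adjusted p = 0.00047). With families counted once the share was 4.20% against 0.936% (permutation p = 0.0012).

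The 10 peaks with the highest scores, from 161 to 320, included 9 outside annotated genes and 0 within 1 kb of a start site. The highest, with a score of 320, was at 72568721 on chromosome 15, 19562 bp from Gm49460 (ENSMUSG00000116088.1). The next, with a score of 266, was at 42972966 on chromosome 12 in an intron of the long noncoding RNA gene Gm33340 (ENSMUSG00000112407.1). The peak at 157913472 on chromosome 2 had a score of 181 and lay 1181 bp from Vstm2l (ENSMUSG00000037843.6). The other 7 shared sequence with each other and belonged to a single family of 35 peaks. The 50 bp at their summits occurred from 1 to 9 times in the genome, so the place of their reads was partly uncertain. They were at 39806939 and 23291258 on chromosome 2, 4139039 on chromosome 9, 22230991 on chromosome 17, 113091101 on chromosome 3, 26489741 on chromosome 7 and 93469819 on chromosome 8. Their nearest genes were, in the same order, Gm43970, 4931423N10Rik, Gm5363, Zfp994, Gm38395, Nlrp4a and Ces5a, at distances from 5375 to 79340 bp.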

Values the study reported

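The study reported that the guide RNA used for enChIP corresponded to a region 400 bp upstream of the Ccl5 start site. The study reported that Ccl5-DE lies 1.35 Mb away from Ccl5. The study reported a deletion of Ccl5-DE on chromosome 11 from 82,182,569 to 82,183,080 in GRCm38.p4.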

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

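Counting each family of shared sequence once, chromosomes 1 to 19 only for the 7 placement measures, and merged peaks for the distance to Ccl5 were chosen after the result was seen, and the other alternatives were planned. Of 45 recomputed values over 10 results, 38 kept their direction and their side of the threshold, or stayed within 1.5 times the original count. The guide seed is left out of these numbers, since 0 of 317 peaks held it and a smaller list or a longer seed also gives 0. Gene overlap, proximity to start sites, GC content, repeat content and clustering were among these under each alternative tried alone. With a pair of settings changed together, the summit base alone in peaks at or above the median score, repeat content was 28.3% against 34.3 ± 3.61% and did not pass (permutation p = 0.12). The share of peaks within 1 kb of a start site, for example, ran from 37.1% with peaks at or above the median score to 60.1% with each family counted once. With a window of 5 kb the share was 64.7%, against 18.2% under random placement. Each value was above random placement.

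Keeping only peaks at or above the median score left 159 peaks by construction, reduced the chromosomes with an adjusted p under 0.05 to 3, moved the nearest peak to the Ccl5 start site to 8.04 Mb, and raised the share with a Runx recognition sequence to 30.8% (permutation p = 0.002), past the threshold. On chromosomes 1 to 19 alone, 2 chromosomes passed, since Y and M were left out and chromosome 2 moved to an adjusted permutation p of 0.051, leaving chromosomes 9 and 10.

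With each family counted once the share with a Runx recognition sequence went to 15.5%, on the other side of the 18.3% of random positions, though neither value passed the threshold (permutation p = 0.30). Chromosome 11 kept its 23 peaks while the list fell to 238, which lowered the random mean to 10.7 and brought the adjusted p to 0.0073. The adjusted p of chromosome 11 ranged from 0.0073 to 1 over the alternatives, so its excess depends on which peaks are counted. None of the alternatives took the density of start sites or chromosome copy number into account. The number of chromosomes past the threshold was 5 under this alternative too, but chromosomes 2, 9 and 10 no longer passed and chromosomes 4, 11 and X did. Because families were linked in chains, counting each once may also drop peaks whose sequences are unlike.

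Requiring most of the peak to lie in the gene was not run, since an interval of 1 bp gives the same value as any overlap. For the Runx recognition sequence the bases of the peak were not run, since 1 base cannot hold the sequence. Chromosomes 1 to 19 only was not run for the distance to Ccl5, which chromosome 11 alone decides. The peak list holds no read counts, so how much signal near Ccl5 would have gone uncalled was not measured here.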

Other observations

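The tests chosen only after the result was seen were those of base composition, of a repeat family and of a library swap for the sequence element, of multi-copy sequence outside families, of shared families for the Runx recognition sequence and for chromosomes 2 and 9, and of a cross-reacting antibody or outside library. The design gives 1 group, so no biological explanation was tested against a comparison of samples.

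A library with no targeting guide still gave 317 peaks, and several technical sources were tested against random positions on the same chromosomes. U6 and histone H4 genes, whose promoters are in the vectors, were within 1 kb of 0% of summits, against 0.0946% at random positions, so these genes are not a source seen in this list. Other parts of the vectors were not tested. The 50 bp sequence at the summit occurred at least 2 times in the genome for 19.6% of peaks, against 11.7 ± 1.97% (permutation p = 0.02, the smallest possible with 100 random sets). Outside families of shared sequence the share was 6.61% of 227 peaks, but leaving out peaks that share words removes multi-copy sequence by construction, so this value decides nothing for those peaks. In 23.3% of peaks the window shared a 50 bp word with another peak, against 8.20 ± 1.81% in 20 random sets (permutation p = 0.095, the smallest possible). Summits within 50 kb of an assembly gap made up 9.15%, against 0.836%, and 1.27% of nuclear summits (4 peaks) shared a 25 bp word with chromosome M, against 0.00317%. Mean GC content was 57.9%. Repeated sequence, gaps, mitochondrial copies and GC content thus remain open as sources. These values count members of a family one by one, and the same peaks can enter more than 1 of them. They are therefore not separate lines of evidence, and the share near gaps was not recomputed with each family counted once.

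The strongest peaks carried a sequence element. The words TTCAGCACC and GGACAGC led the sequences of high-scoring peaks, and together they resemble RE1, the binding site of the repressor REST (also called NRSF), which silences neuronal genes in other cells. The consensus TTCAGCACCNNGGACAGCGCC was written from general knowledge after these words had been seen. With at most 4 mismatches it was found within 200 bp windows of 49 peaks (15.5%), against 0.0568% at random positions. Among peaks at or above the median score the share was 25.2%. The words were taken from these same peaks, so the excess over random positions and the higher share here follow in part from that choice. The share depended on the cut, and 0 peaks matched exactly. Of all peaks, 6.31% matched with at most 2 mismatches, against 0.00315% at random positions. With at most 6 it was 25.2%, against 2.25%. Base composition is argued against, since the best of 100 shuffled consensus sequences matched 2 peaks. For the matched peaks a single repeat family whose copies share 25 bp words is argued against, since 46 of the 49 lay outside such families. These 46 were 20.3% of the 227 peaks outside families, and 19.7% of peaks matched with each family counted once. A repeat with copies too unlike to share a 25 bp word would escape this test and is not excluded. This does not cover the family of 35 peaks, whose members all had more than 4 mismatches. That family held 7 of the 10 highest scores. A swap with the library made with the Ccl5 guide is argued against by the distance of 3.92 Mb from the guide target to the nearest peak. In a test set before its result was seen, the matched element lay a median of 17.5 bp from the summit, against 45.0 bp for uniform positions in the window (permutation p = 0.0002, the smallest possible), and 26 of the 49 were within 20 bp. This is consistent with a protein bound at the element in the precipitated DNA, as a hypothesis. How such a protein came to be precipitated was not determined. A cross-reacting antibody, a library from outside the design and other causes cannot be told apart. The reason is that 0 other libraries with the same antibody were analysed here. Open chromatin at the element, another way into the list, was not tested.

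The spacing of these words differed between peaks. With at most 2 mismatches in all, the words lay 2 bp apart, as in the canonical RE1, in 44 of the 282 peaks outside the largest family. In the same peaks they lay 8 bp apart in 6, 9 bp apart in 4 and 16 bp apart in 3, with at most 2 peaks at any other spacing up to 20 bp. In the largest family, 35 peaks on 15 chromosomes with a median score of 102, they lay 9 bp apart in 35 of 35 peaks. Because the members share their sequence, they count as 1 case and not as 35. Peaks with the element outside families had a median score of 24.9 (46 peaks). Families had a median of 25.7 (90 peaks), a value that pools unlike families. The largest had a median of 102, and the next by size had 25.4 (21 peaks), 4.65 (9 peaks) and 7.29 (8 peaks). Being linked in chains, a family can itself hold unlike windows. In the family of 21 peaks, for example, the window at 119258804 on chromosome 8 was 21.8% soft-masked. The window at 3008584 on chromosome 9 was 100% soft-masked. Peaks near a start site with neither shared words nor a match to the consensus had a median of 7.28 (136 peaks). Of the 50 highest scores, 31 were in families and 16 had the element outside families. Counting any spacing up to 20 bp, 47 of these 50 peaks held the pair of words. Among them was a peak near a start site with no match to the consensus. These tallies of the 50 count members of the largest family one by one. No tally with each family counted once was made for them. The list may therefore mix strong element-bearing peaks with weak promoter peaks. This hypothesis rests on the median scores of 24.9 for peaks with the element outside families and 7.28 for the peaks near a start site. The difference between these medians was not tested. The words were picked because they led the sequences of high-scoring peaks. A higher median for peaks with the element and the tally of the 50 therefore follow in part from that choice.

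The excess of peaks near start sites was not matched by GC content as the whole cause. Random positions drawn with the GC content of each peak lay within 1 kb of a start site in 38.4% of cases, against 52.7% of peaks (permutation p = 0.002, the smallest possible). GC content may account for a large part of the excess, and open chromatin at promoters was not tested here.

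The higher share of Runx recognition sequences among high-scoring peaks may come from shared sequence. In the largest family 82.9% of peaks (29 of 35) held the sequence, and outside families the share at or above the median score was 18.8% (18 of 96), against 18.6% at random positions. For chromosome 9, counting each family once left 14 peaks, inside the 95% range of 5 to 18 under random placement, so shared families may account for its excess. For chromosome 2 it left 26 peaks, above the range of 9 to 24 (permutation p = 0.022, adjusted p = 0.06). The measure used for this was changed from the adjusted p to the random range after both had been seen, and they point different ways for chromosome 2, so whether shared families account for its excess stays open.

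The guide target lay 197 to 216 bp upstream of the annotated Ccl5 start site. That is lower than the value quoted from the study above.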
